# Sirtuin 7 Promotes Mesenchymal to Epithelial Transition by β-Catenin Redistribution and Stabilization

**DOI:** 10.3389/fonc.2020.00740

**Published:** 2020-06-23

**Authors:** Shashi Kiran, Manjari Kiran, Gayatri Ramakrishna

**Keywords:** SIRT7, MET, β-catenin, Snail, cadherin

## Abstract

SIRT7 belongs to the family of “NAD+ dependent deacetylases” called Sirtuins. In the present work we report a novel role of SIRT7 in regulating cellular polarity. SIRT7 overexpression in immortalized mouse fibroblasts (NIH3T3) induced epithelial transition. This transition was accompanied by typical N- to E- cadherin transition, stabilization of β-catenin, and the downregulation of transcription factors responsible for maintenance of mesenchymal phenotype (Snail, Slug, and Zeb1). Interestingly, a subpopulation of cells overexpressing SIRT7 exhibited an intermediate stage between mesenchymal and epithelial characters. Transformed epithelial cells showed a loss of heterochromatisation as evidenced by a loss of HP1α and H3K9 dimethylation staining. In conclusion, we report a role of SIRT7 in mesenchymal cells, which may have implications for health and disease.

## Introduction

Sirtuins are a family of “NAD+ dependent deacetylases” with diverse cellular and metabolic roles (1, 2). It consists of seven different proteins (SIRT1-SIRT7) localized to different cellular compartments (3). Sirtuin 7 is a nucleolar Sirtuin with diverse roles in rDNA transcription, rRNA processing, metabolic homeostasis, tumorigenesis, chromatin modification, and genomic integrity (4, 5). SIRT7 regulates rDNA transcription through deacetylation of PAF53 and U3-55k, which are components of RNA polymerase-I and U3 snoRNP complexes, respectively (6–8). SIRT7 induces compaction of chromatin through H3K122 desuccinylation and H3K18 deacetylation (4, 9). SIRT7 is also involved in maintenance of metabolic homeostasis by maintaining healthy liver metabolism and cellular energetics through GABP-β1deacetylation (10, 11). Previously, we had identified localization signals for nucleolar targeting of SIRT7 and reported its role in ameliorating DNA damage (12, 13). In the present study we demonstrate a role of Sirtuin 7 in cellular plasticity by inducing epithelial transition in mesenchymal cells.

Role of other Sirtuins in cellular plasticity have been reported (14). SIRT1 overexpression leads to decreased TGF-β, a key cytokine responsible for epithelial to mesenchymal transition (EMT) in mammary cancer cells, thereby decreasing the metastatic ability of these cells (15). SIRT1 impedes metastasis in ovarian cancer by decreasing EMT related changes (16). Contrary to these reports in prostate cancer, SIRT1 acts as a positive regulator of metastasis by accelerating EMT through the transcription factor Zeb1 (17). SIRT2 overexpression accelerates changes associated with epithelial to mesenchymal transition, and its knockdown leads to regression of EMT related changes (18).

Cellular transition between epithelial and mesenchymal types is well-known in many biological processes such as embryogenesis, organ development, and neoplastic transformations (19–21). Transition to alternative cellular fates involves reprogramming, phenotypic changes, and alterations in gene expression. It involves biochemical processes governed by several transcription factors (Snail, Slug, Zeb1, Twist1) to regulate reorganization of cytoskeletal proteins, gap junctions and the extracellular matrix (ECM) (22–24). The most well-studied cellular fate transitions include the epithelial/ endothelial cells to mesenchymal state (EMT). However, relatively little is known about the process of mesenchymal to epithelial cell transition (MET) (25). In the present work we report a role of Sirtuin 7 in the process of MET.

Reports on SIRT7 have demonstrated the contrasting effect of SIRT7 on cellular transition, depending on the origin of cells studied. SIRT7 was found to suppress EMT in oral squamous cells, carcinoma cells, and breast cancer cells by promoting SMAD4 deacetylation, leading to increase of E-cadherin and down regulation of N-cadherin and Vimentin (26, 27). In contrast, SIRT7 promoted EMT in prostate and colorectal cancer cells by suppressing E-cadherin expression (28–30). However, the overall role of SIRT7 in cellular plasticity was not demonstrated and a decrease in tumor size after SIRT7 knockdown was not very appreciable.

In the present study we characterize the role of SIRT7 in mesenchymal to epithelial transition (MET) when overexpressed in fibroblast cells. We observed a morphological transformation accompanied by a change of molecular determinants of cellular plasticity associated with SIRT7 overexpression. We report that SIRT7 induces a cadherin switch from N- to E- type, membrane stabilization of beta-catenin, and down regulation of transcription factors Snail, Slug, and Zeb1.

## Materials and Methods

### Establishment of Stable Cell Lines

NIH3T3 cells overexpressing GFP alone or SIRT7GFP were generated by retroviral transduction. For this cDNA encoding, GFP alone or SIRT7GFP were cloned in pCX4Neo vector and co-transfected with plasmids encoding retroviral VSVG (expressing env) and VSV-GP (expressing gag and pol) in a packaging cell line, PlatE, using Lipofectamine2000 (Invitrogen, USA). Retroviral particles obtained from these cells were used for transducing target NIH3T3 cells. Infected cells were selected in Geniticin for 10 days followed by dilution plating in 96 well plates. Stable lines were established by expanding the colonies after dilution plating.

### Isolation of Two Morphologically Distinct SIRT7 Overexpressing Cell Lines

In general, the SIRT7 expressing cells were trypisinized and re-passaged when they attained 70% confluency. Incidentally, few culture dishes which grew to confluency showed presence of distinct compact cellular colonies composed of small sized cells. These colonies were surrounded by long slender spindle shaped cells (Figure 1B). For isolation of these morphologically distinct cells, the cultures were maintained in a confluent state and the colonies were allowed to grow in size with a regular change of media. The two morphologically distinct cell types were then separated by placing cloning cylinders and trypsinizing the cells for them to detach. Following trypsinization the cells were collected by pipetting from inside the cloning cylinders and expanded by further culturing in fresh medium, followed by subsequent single cell clone isolation. The small and round cells with epithelial morphology were named ST7 (small cells overexpressing SIRT7) and those with elongated fibroblast like morphology were named LT7 (long cells overexpressing SIRT7). Both LT7 and ST7 cells were then maintained as two separate SIRT7 overexpressing cell lines with different morphologies.

**Figure 1:**
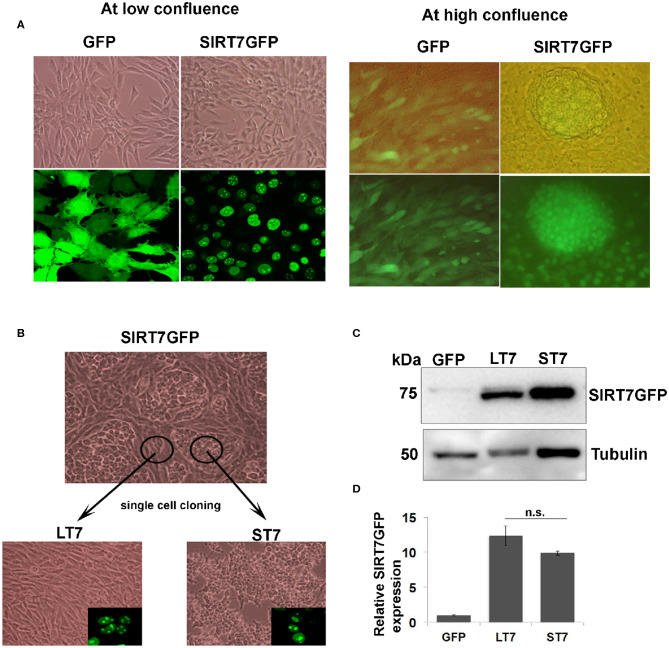
Isolation of two morphologically distinct cell lines overexpressing SIRT7. **(A)** Cellular morphology of GFP and SIRT7 overexpressing cells as seen by light and fluorescence microscopy. Top left-hand panel shows phase contrast images of GFP and SIRT7GFP overexpressing cells showing spindle cell morphology. Bottom panel shows fluorescence images of GFP with a pan cytoplasmic localization and SIRT7GFP showing nucleolar localization. The right panel shows the images of confluent GFP and SIRT7GFP overexpressing cells. Note the appearance of distinct cellular colony only in the SIRT7GFP expressing cells but not in the control GFP cells. The top panel is a merged image (bright field and fluorescence) and lower panel shows images taken only in fluorescent channel. Note, SIRT7GFP expression was seen in both the colony and the surrounding cells. **(B)** Isolation of single cell clones of SIRT7GFP overexpressing cells. Using cloning cylinders, SIRT7GFP cells were isolated both from the compact colonies and the surrounding area. The cells surrounding the colony showed long slender fibroblast morphology and were named LT7 cells. The cells inside the colonies appeared tightly adhering and small in size, hence named ST7. Both ST7 and LT7 cells show nucleolar localization of SIRT7 as revealed by confocal microscopy (inset). **(C,D)** Quantification of SIRT7GFP expression levels in LT7 and ST7 cells by immunoblotting. n.s.- non-significant.

### Microarray and Data Analysis

To characterize the changes associated with SIRT7GFP overexpression, gene expression profiling was performed on control GFP expressing cells and SIRT7 overexpressing LT7 and ST7 cells, using the 8X 60,000 array chips from Agilent. This array had 61,307 probes for 50,090 mouse genes which included both coding and non-coding genes. This work was done at the Genotypic facility based in Bengaluru, India.

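Each array carried 62976 spots, of which 61657 were not controls. These spots held 61307 probes under 50090 gene names, and 50 of the probes had more than 1 spot. Of the probes, 40628 belonged to the set of mouse gene probes, under 29411 gene names, and the others were for non-coding transcripts. An accession of a protein-coding transcript (NM_ or XM_) was given for 36696 probes. The files gave 31931 different RefSeq accessions, of which 20075 were found in a mouse reference table of GRCm38.p6, where the symbol differed from the name on the array for 2963. Genes are named here as on the array, and positions in the genome were not used.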

### Data Normalization

The normalization was done using GeneSpring GX 11.5 Software. The normalization method used was Percentile shift normalization. It is a global normalization, where the locations of all the spot intensities in an array are adjusted. This normalization takes each column in an experiment independently and computes the percentile of the expression values for this array across all spots (where n has a range from 0 to 100 and *n* = 75 is the median). It subtracts this value from the expression value of each entity. 

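Before this shift the 75th percentile of the processed signal was 384 and 323 in GFP replicates 1 and 2. It was 341 and 317 in LT7, and 16.3 and 17.1 in ST7. On the log2 scale these values were 8.58 and 8.34 in GFP, 8.41 and 8.31 in LT7, and 4.02 and 4.10 in ST7. Subtracting them raised the median log2 change of all probes in ST7 against GFP from -0.68 without scaling to 3.72. The median change was 1.78 when the percentile was taken over the 11084 probes well above background on all 6 arrays, 0.37 with quantile normalization and -0.49 with scaling on 5 spike-in RNAs. With normexp background correction before the shift it was 2.23. In LT7 the median change was 0.07 without scaling, 0.17 after the shift and -2.05 with scaling on the spike-in RNAs. The values of the authors' series matrix, in log2 after the percentile shift, were recomputed from the scanner output of each array. Between 3 and 11 probes per array differed by more than 0.01.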

Analysis was done for ST7 and LT7 cells with respect to the control cells expressing GFP alone.

### Statistical Analysis

Differential gene expression analysis was done on the normalized data. GFP expressing cells served as the reference control and the differential score was calculated for genes in LT7 and ST7 cells. A fold change greater than or equal to 0.8 in each of the replicates of LT7 and ST7, and a fold change > 1 in the geomean of the two replicates was considered up-regulated. Similarly, a fold change lesser than or equal to 0.8 in each of the replicates of LT7 and ST7 and a fold change lesser than 1 in the geomean of the two replicates were considered down-regulated. 

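Here the rule was applied to the log2 ratio of each array to the mean of the GFP arrays. A probe was called up with a ratio of at least 0.8 in each replicate and a mean over 1, and down with the same values below 0. The rule sets no lowest signal. With groups drawn from the GFP means and limma's estimate of the spread between arrays, so that no probe differed, a group was called up for 755 probes and down for 753 on average over 100 simulations. The highest counts were 815 and 817. Since these groups share the GFP means, a difference between arrays in the signal of probes at background is not simulated. On simulated arrays with 200 probes changed by 3 on the log2 scale, the rule found 199 of them in the comparison of LT7 with GFP and also called 1151 unchanged probes. On the same arrays limma found 168 and called 12 unchanged probes.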

The up- and down-regulated genes were ranked on the basis of fold expression, *p*-value, and average intensity of LT7 and ST7 groups.

### Cluster Analysis

Differentially regulated genes were clustered using hierarchical clustering to identify significant gene expression patterns. The clustering algorithm used for this was “Hierarchical.” The most similar expression profiles were joined together to form a group. These were further joined in a tree structure, until all data formed a single group. Clustering was based on the Entities Linkage rule i.e., the average distance between two clusters is the average of the pair-wise distance between entities in the two clusters. Similarity was measured using the Pearson clustering algorithm which measures similarity or dissimilarity between entities.

### Immunoblotting

Cells were collected by trypsinization and lysed in ice cold NP40 lysis buffer (20 mM Tris pH 7.5, 150 mM NaCl, 1 mM EDTA, 1 mM EGTA, 1% (v/v) Nonidet P-40) containing protease inhibitor cocktail (Roche, Germany). Lysates were quantified by a BCA method and an equal amount of protein was separated on SDS-PAGE and then transferred to PVDF membranes. The blots were blocked with blocking buffer containing 5% non-fat dry milk in PBS containing 0.1% Tween20 (PBST) for 30 min, followed by incubation overnight at 4°C with primary antibodies. Detection was done using HRP-conjugated secondary antibody (Bangalore Genie, India) and developed by ECL Prime reagent (GE healthcare, USA) according to the manufacturer's protocol.

### Immunofluorescence

Cells grown on coverslips were fixed either with 4% paraformaldehyde/0.1% Triton X-100 or methanol/acetone (1: 1). It was followed by blocking with 2% BSA in NaCl/Pi for 30 min, and incubation with primary antibody in 2% BSA. After this the cells were incubated with Alexa Fluor 488- or 594-conjugated secondary (anti-mouse/rabbit) antibodies (Molecular Probes/Invitrogen, Carlsbad, CA, USA) diluted in 2% BSA. The coverslips were mounted in Vectashield mounting media containing 4, 6-diamidino-2-phenylindole (DAPI) (Molecular Probes). Imaging was done on a laser scanning confocal LSM510 microscope (Zeiss, Oberkochen, Germany) or a fluorescence inverted microscope (Olympus 1X51, Tokyo, Japan).

## Results

### SIRT7 Overexpressing Cells Induced Morphological Changes at High Confluence

SIRT7 tagged to GFP (SIRT7GFP) and a control GFP vector were stably expressed in NIH3T3 fibroblasts. SIRT7 overexpressing cells showed typical nucleolar localization while the GFP alone expressing cells showed a pan-cellular expression (Figure 1A). Previously we had reported that SIRT7 expression delayed the cell cycle progression of NIH3T3 cells (12). At low confluence there was no difference in the morphology of either GFP or SIRT7GFP overexpressing cells. It was noted that when the cells were confluent, SIRT7GFP overexpressing cells showed presence of distinct compact cellular colonies with closely adhered cells (Figure 1B), which was not observed in the confluent GFP overexpressing cells. Additionally, the cells within the tight aggregated colonies appeared smaller in size. The morphologically distinct cell colonies were surrounded by elongated spindle shaped cells with morphology typical of the parental cell line NIH3T3.

As described in the methods section, clonal populations of the two morphologically distinct SIRT7 expressing cells were then derived: (a) those with morphological transition showing conspicuously small size and growing in aggregates, which from henceforth are referred as ST7 cells (small SIRT7 cells), and (b) those which did not show any morphological transition and retained the typical spindle fibroblasts appearance, hence were larger in size and didn't show the aggregating tendency, which from henceforth are referred as LT7 cells (large SIRT7 cells). Both ST7 and LT7 showed prominent nucleolar expression of SIRT7GFP (Figure 1B). To check if the difference in morphologies was due to differential expression of SIRT7GFP, levels of SIRT7GFP were quantified by immunoblotting (Figures 1C,D). LT7 and ST7 cells had no significant difference in the expression levels of SIRT7, thereby ruling out the effect of expression levels in inducing the morphological transition. Differences in cellular architecture were highlighted by F-actin staining. Phalloidin staining revealed thick parallel bundles of cytoplasmic F-actin or actin stress fibers in vector alone GFP expressing and LT7 cells, while ST7 cells showed only membrane staining for F-actin (Figure 6D). Further, both GFP expressing and LT7 cells showed abundant cytoplasm which appeared scanty in the ST7 cells, indicating an increased nuclear to cytoplasmic ratio. In continuous culture, NIH3T3 cells can spontaneously transform into neoplastic foci, hence we tested if the ST7 cells are transformed cells by plating them on soft agar for anchorage independent growth. ST7 cells did not show any growth on soft agar (data not shown), indicating that the morphological changes associated with SIRT7 overexpression are related to cellular transition rather than cellular transformation.

### ST7 Cells Show Open Chromatin Structure With Loss of Heterochromatization

While performing the phalloidin staining a prominent change in the nucleus was noted between ST7 and LT7 cells. In general, the mouse nuclei show DAPI bright regions with punctate appearance, which indicate the heterochromatic structure. In accordance, prominent DAPI bright heterochromatic foci were noted in control GFP and LT7 nuclei (Figure 2A). However, the DAPI stained nuclei of ST7 cells displayed a conspicuous absence of heterochromatic foci (Figure 2A). The process of heterochromatization is marked by a protein called heterochromatization protein, or HP1, which in turn binds to methylated lysine residue of histone, H3K9 (31–33). Therefore, heterochromatization status was evaluated by both HP1 and H3K9 dimethylation status by immunofluorescence. Both control GFP cells as well as LT7 cells showed staining with HP1α and H3K9 (Me)_2_ antibodies (Figures 2B,C). Also, the HP1α staining co-localized with DAPI dense heterochromatization foci. However, ST7 cells showed absence of both HP1α staining and H3K9 di-methylation.

**Figure 2:**
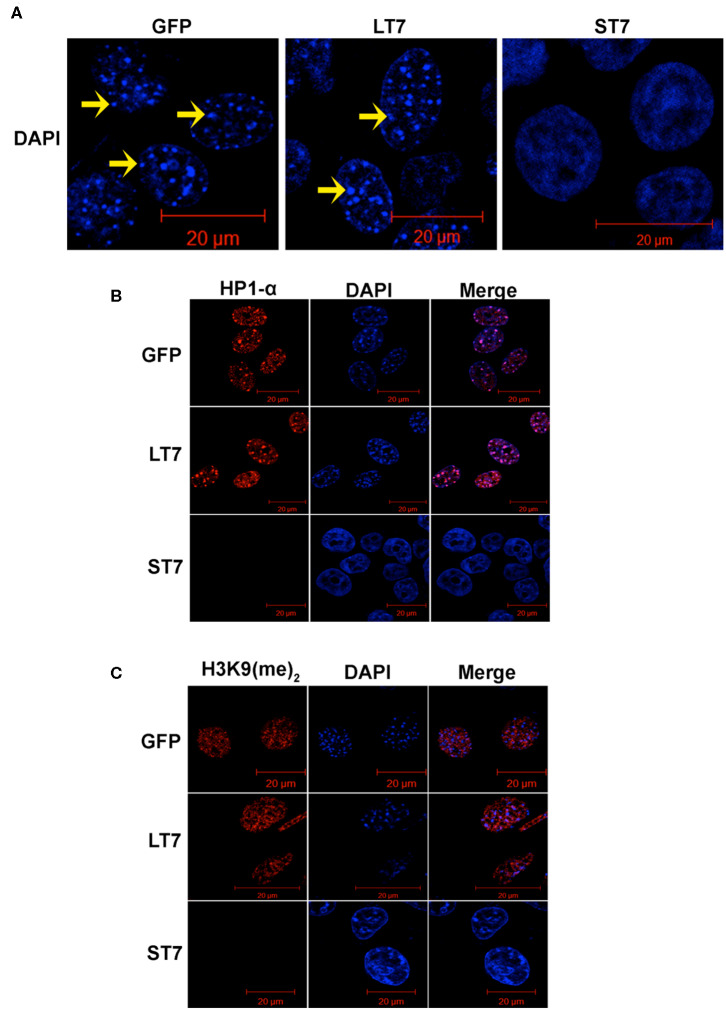
Loss of heterochromatization in ST7 cells. **(A)** Confocal images of nuclei stained with DAPI (blue). Nuclei of GFP and LT7 cells show distinct DAPI bright regions (arrow) in nucleus indicative of heterochromatic regions which is a characteristic feature of mouse cells. The nuclei of ST7 cells on the other hand displayed a conspicuous absence of DAPI bright heterochromatic foci. **(B)** Confocal images showing staining for heterochromatin protein HP1α (red). DAPI (blue) was used to counterstain the nuclei. Note the punctate pattern of HP1α corresponding to heterochromatic regions in nuclei of control GFP and LT7 cells but not in ST7 cells. **(C)** Confocal images showing staining for H3K9 dimethylation (red), an inactive heterochromatin mark. DAPI (blue) was used to counterstain the nuclei.

Heterochromatization is usually indicative of closed chromatin configuration, which is transcriptionally inactive. The absence of heterochromatin marks in ST7 cells is indicative of genome wide chromatin remodeling. Hence, a global gene expression profiling was performed to understand the changes associated with gene expression patterns following SIRT7 overexpression.

### Gene Expression Analysis of LT7 and ST7 Cells

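RNA from GFP, LT7 and ST7 cells, with 2 replicates per group, was labelled with Cy3 and hybridized to 6 one-colour Agilent arrays on 1 slide. The arrays were read in 2 scans, of which the second held LT7 replicate 1 alone. The deposited scanner output gives for each spot an intensity from which the authors' Feature Extraction software had subtracted the background. For the comparisons the log2 of this processed signal was taken, spots marked as outliers were left out, repeated spots of a probe were averaged, and the 75th percentile of each array was subtracted. Differences between groups were tested with limma on all 6 arrays, with Benjamini-Hochberg adjustment over all probes. The small number of arrays limits the precision of each value.
The median signal of all probes was 25.6 and 19.3 in GFP replicates 1 and 2, 18.0 and 18.7 in LT7, and 3.32 and 3.78 in ST7. In GFP 57.5% and 53.5% of the probes were well above background, as marked by the scanner software. The share was 47.4% and 47.5% in LT7, and 26.4% and 25.5% in ST7. Saturated probes numbered 998 and 994 in GFP, 739 and 932 in LT7, and 170 and 171 in ST7. Where a group had no array with a probe well above background, only a lower limit of the fold is given. It compares the mean of the brighter group with a floor, which on each array of the dimmer group was the higher of the probe's own signal and the lowest signal among probes well above background. Both were taken after the shift, so these folds and the log2 changes are relative to the 75th percentile of each array.

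**Figure D1:**
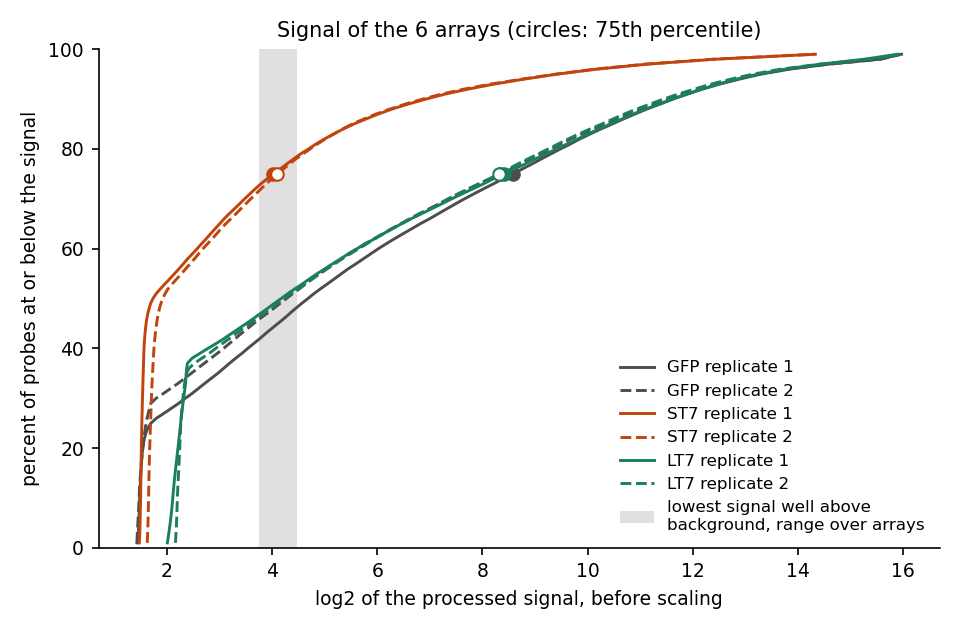
Percent of probes at or below each log2 signal, before scaling, on the 6 arrays (solid lines, replicate 1; dashed lines, replicate 2), with the 75th percentile as circles and the lowest signal well above background as a grey band. The 75th percentile lies at 4.02 and 4.10 on the ST7 arrays and between 8.31 and 8.58 on the other arrays.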

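A pair of probes measured Sirt7 (NM_153056), the gene overexpressed in LT7 and ST7. The signal of the brighter probe was 3125 and 2480 on the arrays labelled GFP and 3633 and 2782 on those labelled LT7. On the arrays labelled ST7 it was 2.85 and 3.28, which is not well above background. The group means were 2802 ± 456 (SD, n = 2) in GFP, 3208 ± 601 in LT7 and 3.07 ± 0.305 in ST7. The log2 change was 0.29 in LT7 (SE 0.21, adjusted p = 0.47, limma) and -5.43 in ST7 (SE 0.21, adjusted p = 1.7e-05), at least 8.96-fold lower than in GFP. The other probe had a signal of 2594 and 2142 in GFP, 3092 and 2341 in LT7, and 2.86 and 3.15 in ST7. It changed by 0.29 in LT7 and by -5.22 in ST7, at least 7.59-fold lower. Across all alternatives in processing the change of the brighter probe in ST7 lay between -9.83 and -3.16. In LT7 it lay between -1.93, with scaling on the spike-in RNAs, and 0.43. After the shift both LT7 values of the brighter probe (3.41 and 3.13 in log2) lay above both GFP values (3.03 and 2.94), while the signals before scaling overlapped. The paper's immunoblots gave SIRT7GFP protein in both lines, without a significant difference between them. LT7 and ST7 are used here for the arrays so labelled.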

Microarray-based gene expression analysis (Agilent Technologies) was done on SIRT7 overexpressing LT7 and ST7 cells, while GFP expressing cells served as a reference control. Biological replicates (from different passages) of RNA samples from each group were analyzed. Following SIRT7 overexpression, LT7 showed differential regulation of 1,678 (5.71%) genes out of a total of 29,360 coding genes, while ST7 showed differential regulation of 26,210 genes (89.3%), indicative of a massive reprogramming (Table 1, Figure 3). 

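By this fold rule 3624 of the 61307 probes (5.91%) changed in LT7, of which 1773 were up and 1851 down. On the arrays labelled ST7, where the signal of the Sirt7 probes was lost, 55005 probes (89.7%) changed, 43346 up and 11659 down. Of the probes called up in ST7, 67.3% were not well above background on either ST7 array, against 70.8% of all probes, and 54.0% were not well above background on any ST7 or GFP array. Of the probes called down in ST7, 84.5% were not well above background on either ST7 array. In LT7 the share not well above background on either LT7 array was 55.9% of the probes called up and 73.1% of those called down. On no LT7 or GFP array were 55.4% and 9.18% well above background. The lowest signals lay higher on the LT7 arrays, with a 10th percentile in log2 of 2.11 and 2.20, against 1.48 and 1.47 in GFP. Probes at that level can therefore rise in LT7 without a measured signal, as Cdh1 did by 0.80.
At an adjusted p under 0.05, limma called 108 probes in LT7, 27 up and 81 down, and 16699 at an unadjusted p under 0.05. In ST7 it called 55534 probes, 43372 up and 12162 down. By the fold rule 78.8% of the changed probes in ST7 were up after the percentile shift. The share was 67.7% with the percentile taken over probes well above background on all 6 arrays, 56.9% with quantile normalization, 11.4% with scaling on the spike-in RNAs and 9.00% without scaling. By limma it was 78.1% after the shift and, in the same order, 66.6%, 57.3%, 1.74% and 9.31%. In LT7 48.9% of the probes called by the fold rule were up, against 37.6% with quantile normalization, 25.9% without scaling and 0.162% with scaling on the spike-in RNAs. With normexp background correction, the alternative that lowered the LT7 count of the fold rule most, 524 probes changed by this rule.
The counts in LT7 depended on single arrays. By the fold rule 8360 probes changed without GFP replicate 2 and 10241 without LT7 replicate 2. By limma 0 probes were called in LT7 without GFP replicate 1, with 11129 at an unadjusted p under 0.05. Without GFP replicate 2 limma also called 0, with 16332 unadjusted. It called 14 without ST7 replicate 1 or without ST7 replicate 2, 363 without LT7 replicate 1 and 697 without LT7 replicate 2. A single array left in a group was assumed to vary like the other groups.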

As almost 90% of genes were deregulated in ST7 cells, only those genes which were deregulated in LT7 cells as a direct consequence of SIRT7 overexpression were analyzed. Hence, genes specifically altered in LT7 (1,678) were used for functional enrichment analysis.

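The genes named here had large changes among genes whose brightest probe passed the fold rule and limma's test and was well above background on both arrays of the higher group. Names of clones, predicted genes and accessions were passed over. In LT7 Pitx1 (NM_011097) rose from a signal of 2.82 in GFP to 138, a log2 change of 5.70 (SE 0.20, adjusted p = 0.0098, limma, n = 2 per group) and at least 10.9-fold. Dach1 (NM_007826) rose from 2.82 to 103, a log2 change of 5.29 (SE 0.22, adjusted p = 0.011) and at least 8.15-fold, while its other probe was not well above background in GFP or LT7 and changed by -0.69. Hoxa11 (NM_010450) rose from 2.88 to 81.6, a log2 change of 4.92 (SE 0.20, adjusted p = 0.011) and at least 6.47-fold. The genes with the lowest log2 changes in LT7 were Saa3, by a log2 change of -7.57 (SE 0.37, adjusted p = 0.016) or 191-fold, Hp, by -6.56 (SE 0.28, adjusted p = 0.012) or at least 59.6-fold, and Fam5c, by -5.94 (SE 0.19, adjusted p = 0.0098) or at least 12.7-fold. All 6 lost limma's call when 1 GFP array was left out. The adjusted p was then 0.27 without GFP replicate 1 and 0.13 without GFP replicate 2 for each of them. Over all alternatives it ranged from 0.0028 to 0.50 for Pitx1, from 0.0030 to 0.50 for Dach1 and for Hoxa11, from 0.00077 to 0.29 for Saa3, and from 0.0016 to 0.27 for Hp and for Fam5c. Ckb was chosen after its values were seen, since in LT7 its weaker probe passed and its brightest did not. The weaker probe changed by 5.68 (adjusted p = 0.0098), a call also lost without GFP replicate 1 and without GFP replicate 2, and the brightest by 4.02 (adjusted p = 0.052).
In ST7 Pitx1, Hoxa11 and Dach1 had the highest log2 changes on such brightest probes, each with an adjusted p of 1.7e-05. The log2 change was 15.06 for Pitx1 (at least 7154-fold), 14.55 for Hoxa11 (at least 5102-fold) and 14.46 for Dach1 (at least 4702-fold), while the other probe of Dach1 changed by 7.05. The weaker probe of Ckb changed by 14.58 and its brightest by 13.64. Among the genes with the lowest log2 changes were Il1rl1, with a log2 change of -10.04 (at least 224-fold), and Serpinf1, with -9.99 (at least 203-fold). The probe of Il1rl1 was saturated in GFP. The other probes gave at least 3.45-fold and 48.1-fold for Il1rl1 and a measured 4.17-fold for Serpinf1.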

**Table 1:** Summary of differentially regulated genes in LT7 and ST7 cells compared to control GFP expressing cells.

	**LT7**	**ST7**	**Both in**	**Either in**
			**LT7 and ST7**	**LT7 or ST7**
Up-regulated genes	935	19,960	799	20,096
Down-regulated genes	743	6,250	109	6,884
Total genes	1,678	26,210	908	

**Figure 3:**
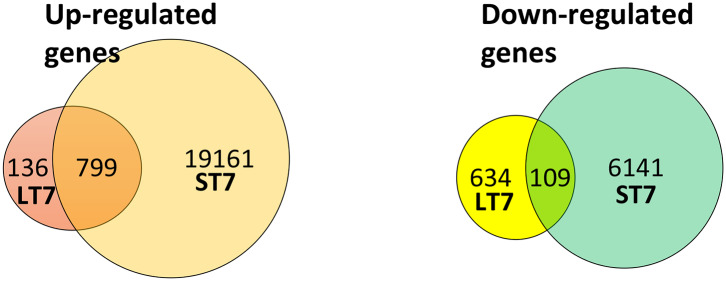
Venn diagram representing the number of differentially expressed genes in LT7 and ST7 cells. LT7 cells showed up-regulation of 935 (136 + 799) genes while ST7 showed up-regulation of 19,960 (799 + 19,161) genes. Similarly, 743 (634 + 109) genes were downregulated in LT7 cells and 6,250 (109 + 6,141) genes were downregulated in ST7 cells. A total of 1,678 (935 + 743) genes showed differential regulation in LT7 cells, while 26,210 (19,960 + 6,250) genes were deregulated in ST7 cells.

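Counted by probe, 1522 probes were up and 220 were down in both LT7 and ST7 by the fold rule. Up in LT7 but not in ST7 were 251 probes, and 1631 were down in LT7 but not in ST7. Up in ST7 but not in LT7 were 41824 probes, and 11439 were down. Of the probes up in LT7, 85.8% were also up in ST7, where 70.7% of all probes were up. Of the probes down in LT7, 11.9% were also down in ST7, where 19.0% of all probes were down. The directions were opposite for 1290 probes down in LT7 and up in ST7 and for 146 probes up in LT7 and down in ST7. Both lines were compared with the same GFP arrays, which by itself gives shared calls. With 2 simulated groups in which no probe differed from GFP, 178 probes were called up in both and 178 down in both on average. The highest counts over the simulations were 223 and 220.
The split of the shared probes moved with the scaling. Without scaling 125 were up and 1613 down in both lines, and with quantile normalization 214 were up and 489 down. With scaling on the spike-in RNAs 8 were up and 3606 down, and with the percentile over probes well above background on all 6 arrays 1285 were up and 514 down. The shared count of 1742 probes became 5175 without GFP replicate 2, 2654 without LT7 replicate 1 and 3989 without LT7 replicate 2.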

Functional enrichment analysis by DAVID for GO (Gene Ontology) revealed the differentially expressed genes belonged to varied gene families involving developmentally regulated genes, biosynthetic processes, regulation of cell adhesion, defense response etc. A list of genes involved in cellular proliferation and cell fate commitment is provided in Tables S1, S2. 

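Table S1 gives 47 entries, of which 45 name a gene of the array, and all 23 of Table S2 do. The ratio of each LT7 array to the GFP mean was averaged over the probes of a gene before the log2 was taken. On this measure 22 of the 45 genes of Table S1 were higher in LT7 than in GFP and 23 lower, and all 45 passed the fold rule. In Table S2 16 genes were higher and 7 lower, and all 23 passed the rule. Counted on the brightest probe of each gene, the numbers higher and lower were the same after the shift, without scaling, with quantile normalization and with the other percentile. With scaling on the spike-in RNAs only 6 genes of Table S1 and 6 of Table S2 were higher. On both arrays of both groups 25 genes of Table S1 and 11 of Table S2 were well above background, and 6 and 4 were not well above background on any of these arrays. At an adjusted p under 0.05, limma called Hmx2 and Vegfc of Table S1 and Hoxa11, Pitx1 and Tbx1 of Table S2. These 5 calls were lost without GFP replicate 1 and without GFP replicate 2. Adjusted over the list alone, 41 genes of Table S1 and 19 of Table S2 passed. The genes were chosen by the study on these arrays, so the second count is not independent evidence. The enrichment analysis was not repeated.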

One of the largest class of genes that were found to be differentially regulated upon SIRT7 over-expression in LT7 were those involved in cellular adhesion. 

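Table S3 lists 57 adhesion genes, of which the array names 53. On the brightest probe of each gene 34 were higher in LT7 than in GFP and 19 lower. With scaling on the spike-in RNAs 9 were higher and 44 lower, and with quantile normalization 33 and 20. On both arrays of both groups 20 genes were well above background, and 8 were on no array of either group. The cadherin Cdh22 had a log2 change of -5.24 (SE 0.42, adjusted p = 0.039, limma, n = 2 per group), at least 8.19-fold lower in LT7. The integrin Itga9 had a change of 2.59 (SE 0.22, adjusted p = 0.045), 6.03-fold higher. Both calls were lost without GFP replicate 1 and without GFP replicate 2, and limma called no other gene of the table when adjusted over all probes. Adjusted over the list alone 41 genes passed, on a list that the study chose on these arrays.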

The morphological change seen in transition from LT7 to ST7 cells also indicated changes in adhesive properties of cells. A list of differentially regulated genes involved in cellular adhesion is provided in Table S3.

The morphological transition from LT7 to ST7, as well as the differential regulation of genes involved in development and cellular adhesion in LT7 cells, suggested a possible role of SIRT7 in determining cellular plasticity. The LT7 cells showed typical features of fibroblasts (mesenchymal) while the ST7 showed stubby morphology with tight adherence similar to epithelial cells. Hence, the genes involved in the EMT process were filtered and selectively clustered irrespective of their fold expression. Cluster analysis clearly showed an increased expression of genes involved in epithelialization in ST7, accompanied with down regulation of genes involved in maintenance of mesenchymal characters (Figure 4). Thus, the microarray expression analysis indicated an opposing trend of EMT thereby indicative of mesenchymal to epithelial transition (MET) during transition from LT7 to ST7.

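All 40 genes of Fig. 4 are named on the array, 18 shown higher in ST7 and 22 shown lower, as read from the picture. For each gene the probe with the highest mean signal was taken. Relative to the 75th percentile, 17 of the 18 genes shown higher were higher in ST7 than in GFP, and 22 of the 22 shown lower were lower. The exception was Vcan, with a log2 change of -4.83, at least 6.07-fold lower, on the brightest of its 4 probes. Among the 18 genes shown higher the median log2 change was 4.44. Only 6 of the 18 were well above background on both ST7 arrays, and 11 on neither ST7 array. On no GFP or ST7 array were 8 genes well above background, namely Cdh1, Muc15, Muc19, Ctnna3, Muc16, Muc3, Ocln and Krt19, so no fold is given for these. A fold or its lower limit could be given in the direction shown for 7 genes. Krt18 had a signal of 5.64 in GFP, 22.5 in LT7 and 1818 in ST7. Relative to the 75th percentile Krt18 was at least 2841-fold higher in ST7 than in GFP, and Dsp at least 213-fold higher. Both limits include the amount that the shift adds to each ST7 probe. Relative to the 75th percentile Krt9 rose 25.2-fold, Cldn3 24.9-fold, Lef1 5.92-fold, Atl1 5.81-fold and Smad7 5.17-fold. Krt9 was well above background on only 1 GFP array and 1 ST7 array, so its fold is uncertain. Before scaling the mean signal of Krt9 was 13.7 in GFP and 15.8 in ST7, and that of Cldn3 was 35.5 and 41.8. The signals of the other three fell, for Lef1 from 159 to 46.2, for Atl1 from 80.1 to 21.7 and for Smad7 from 266 to 64.7, so their direction was reversed without scaling.
All 22 genes shown lower were well above background in GFP and LT7, 6 of them on both ST7 arrays and 15 on neither. The median of their log2 changes was -3.96, which for genes not well above background in ST7 is no measured fall. A fold or its lower limit could be given in the direction shown for 20 of the 22. S100a4, saturated in GFP, was at least 85.7-fold lower. Limma's test passed for 40 genes in ST7, both adjusted over all probes and adjusted over the list alone, and for 1 and 12 in LT7. The count in ST7 includes the 8 genes without a fold, such as Ctnna3 with a mean signal of 3.03 in GFP and 3.04 in ST7, for which the percentile shift and not the signal gives the change. The median of 4.44 is likewise near the amount that the shift adds to each ST7 probe relative to GFP. By the paper's text these genes were selected for a role in EMT, without regard to their fold. With quantile normalization 14 of the 18 genes shown higher were higher in ST7, and without scaling or with scaling on the spike-in RNAs 10 of the 18. The 22 genes shown lower were lower under each of these.

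**Figure D2:**
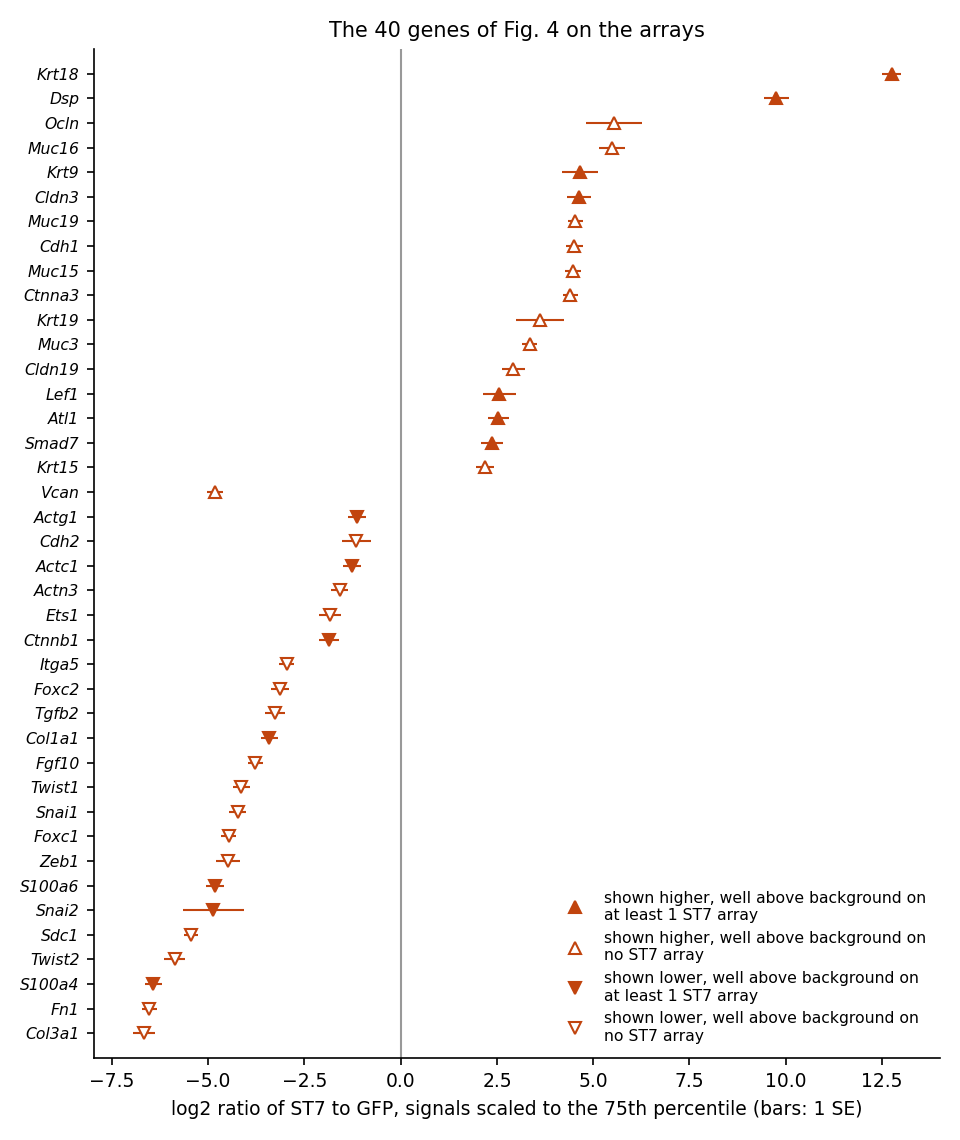
Log2 ratio of ST7 to GFP for the 40 genes of Fig. 4, with signals scaled to the 75th percentile of each array (bars, 1 SE from limma; upward triangles, shown higher in Fig. 4; downward triangles, shown lower; open triangles, not well above background on any ST7 array). Without scaling 10 of the 18 genes shown higher lie above 0, against 17 as plotted.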

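Against LT7, limma called 55574 probes in ST7 at an adjusted p under 0.05, of which 78.3% were higher in ST7. The share was 67.3% with the percentile over probes well above background on all 6 arrays, 57.5% with quantile normalization, 9.79% with scaling on the spike-in RNAs and 8.73% without scaling. Sirt7 was at least 11.0-fold lower in ST7 than in LT7 relative to the 75th percentile. On the same scale Krt18, well above background on only 1 LT7 array, was 1600-fold higher in ST7 than in LT7, and Dsp at least 127-fold higher. Of the 40 genes of Fig. 4, 39 passed limma's test between ST7 and LT7, both adjusted over all probes and adjusted over the list alone, genes not well above background in either line included. From the higher expression of epithelial genes and the lower expression of mesenchymal genes, the paper reasons that the trend was opposite to EMT and proposes MET in the transition from LT7 to ST7 cells.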

**Figure 4:**
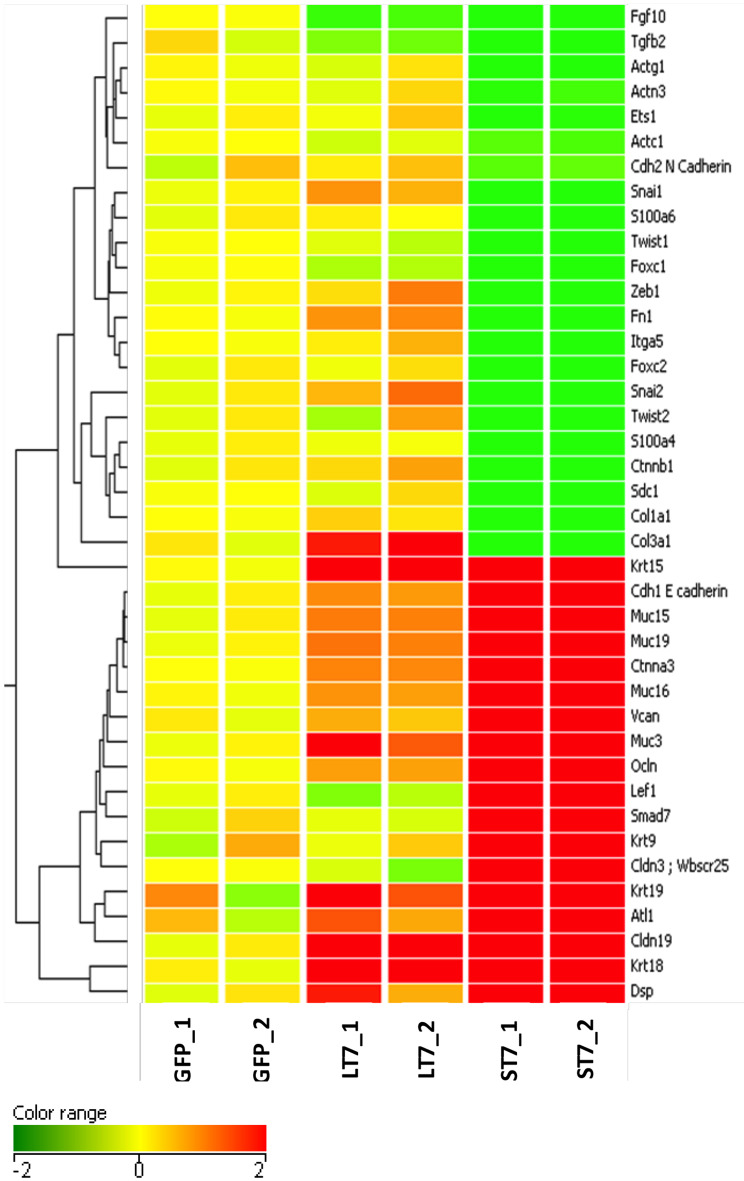
Cluster analysis of genes involved in mesenchymal to epithelial transition. A total of 40 genes responsible for maintenance of mesenchymal phenotype were clustered on the basis of the log_2_ expression ratio. Up-regulated and down-regulated genes are colored in red and green, respectively. Columns refer to the various cell lines, GFP are control cells; LT7 and ST7 are SIRT7 overexpressing cells. Note in ST7 cells the genes involved in MET are grouped in two large blocks, those which regulate epithelial characteristics are up- regulated while genes involved in mesenchymal features are down-regulated.

### LT7 to ST7 Transformation Is Accompanied With N- to E- Cadherin Switch

A switch in cadherin expression is often associated with cellular plasticity during the transition from epithelial to mesenchymal state (34, 35). 

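Besides Cdh1 and Cdh2, cadherins and protocadherins measured on the arrays included Cdh18, Cdh22, Pcdh9 and Pcdha4 of the list of adhesion genes. Pcdh9 had a signal of 2.75 and 2.68 in GFP, 6.79 and 4.60 in LT7, and 298 and 219 in ST7. Relative to the 75th percentile its log2 change in ST7 was 10.95 (SE 0.29, adjusted p = 1.7e-05, limma, n = 2 per group), at least 399-fold higher than in GFP. Cdh22 had a signal of 200.1 and 172 in GFP, 4.58 and 4.59 in LT7, and 7.12 and 3.22 in ST7. Its log2 change in ST7 after scaling was -0.87 (adjusted p = 0.097). Cdh18 had a signal of 76.7 in LT7 replicate 1 and 4.61 in LT7 replicate 2, and was not well above background in GFP or ST7. Pcdha4 was not well above background on any array. Cdh1 (NM_009864) had a mean signal of 2.97 in GFP, 4.83 in LT7 and 3.21 in ST7 and was not well above background on any array. Cdh2 (NM_007664) had a signal of 143 ± 42.2 (SD, n = 2) in GFP, 147 ± 50.3 in LT7 and 2.99 ± 0.25 in ST7, where it was not well above background. Its log2 change in ST7 was -1.16 (SE 0.38, adjusted p = 0.030), and its signal in GFP, relative to the 75th percentile, was under the floor on the ST7 arrays, so no fold is given.

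**Figure D3:**
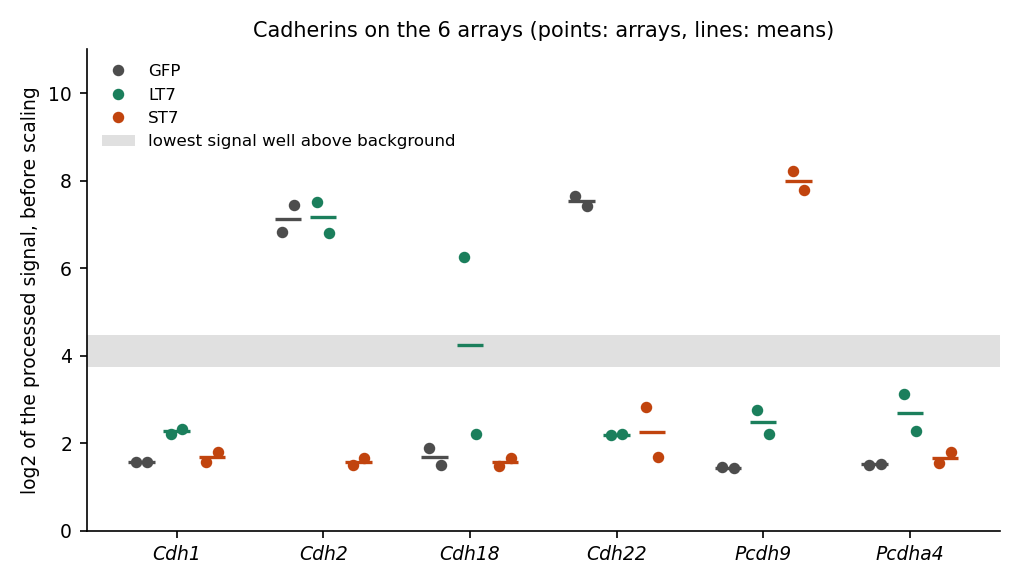
Log2 of the processed signal, before scaling, of 6 cadherins and protocadherins on the 6 arrays (points, arrays; lines, means of 2 arrays; grey band, lowest signal well above background). Cdh1 lies below the band on each array, and Pcdh9 lies above it on the ST7 arrays alone.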

The global gene expression also showed changes in expression of cadherins (Table S3) following SIRT7 expression in ST7 cells. Therefore, the expression of N-cadherin and E- cadherin which serve as adhesion molecules in mesenchymal and epithelial cell types, respectively, was validated by both RT-PCR and immunoblotting assays. GFP expressing control cells as well as LT7 cells showed prominent N-cadherin expression at both transcript and protein levels, while ST7 cells showed absence of N-cadherin expression (Figures 5A,C). ST7 cells on the other hand showed expression of E-cadherin both at the transcript and protein levels, which was conspicuously absent in GFP expressing and LT7 cells (Figures 5B,D). This transactivation of E-cadherin in ST7 cells is suggestive of a gain of epithelial cell type functions. Further, the distribution of E- cadherin was checked by immunofluorescence. Only ST7 showed strong positivity for E-cadherin, which was conspicuously absent in GFP expressing as well as LT7 cells (Figure 5E). This data on cadherin switch from N- to E- type in ST7 cells is indicative of epithelialization.

**Figure 5:**
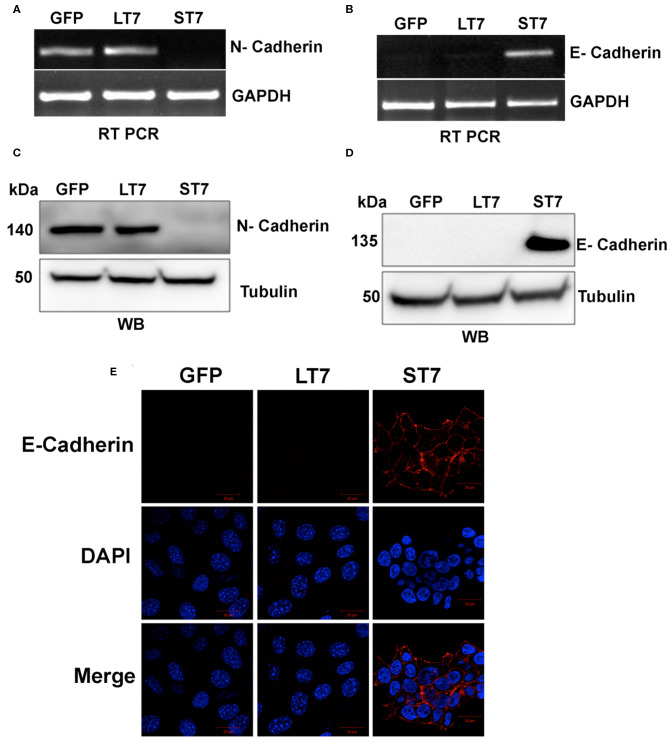
Cadherin switching in ST7 cells. **(A,B)** RT-PCR analysis showing expression levels of N- and E- cadherin. **(C,D)** Immunoblot analysis of N- and E-Cadherin expression. **(E)** Confocal images showing expression of E-cadherin (red) in ST7 cells but not in control or LT7 cells. DAPI (blue) was used to stain the nuclei.

### Role of SIRT7 in Induction of Adhesive Tight Junctions in NIH3T3 Fibroblasts

As SIRT7 mediated the cadherin switch (N- to E-) in NIH3T3 cells, it was imminent to explore the expression of β catenin, which is an E-cadherin binding protein. Immunoblot analysis revealed a progressive increase in expression levels of β catenin from LT7 to ST7 cells, as compared to the control GFP expressing cells (Figures 6A,B). This suggested that SIRT7 over expression helped in stabilization of β catenin protein levels, hence we checked its localization status in LT7 and ST7 cells. Immunofluorescence-based microscopy revealed a faint cytoplasmic staining of β catenin in control GFP expressing NIH3T3 cells. However, SIRT7 overexpressing cells (LT7 and ST7) displayed an intense staining for β catenin on the cell membrane (Figure 6C). Interestingly, the pattern of β catenin distribution on the cell membrane differed between LT7 and ST7. While LT7 showed a discontinuous punctate type staining pattern for β catenin, the ST7 cells showed continuous membrane staining typical of epithelial cells (Figure 6C). These results indicated a role of SIRT7 in β catenin stabilization on the cell membrane for establishment of tight junctions. Yet another feature of tight junction in epithelial cells is membrane-bound F-actin. Immunofluorescence for F actin showed that while F-actin was predominantly associated with cytoplasmic stress fibers in both GFP and LT7 cells, it was restricted to the cell membrane in ST7 cells (Figure 6D). These results indicated a progressive stabilization of β catenin upon SIRT7 overexpression in LT7 and ST7 cells.

**Figure 6:**
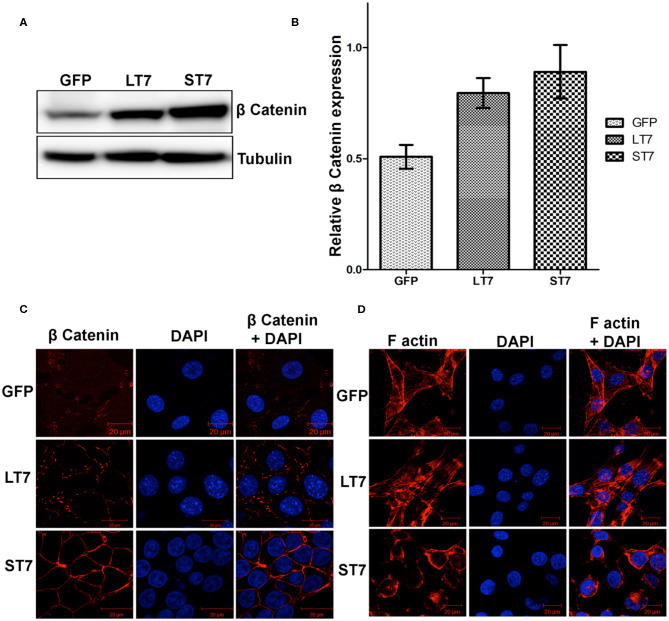
Stabilization of ß catenin following SIRT7 overexpression. **(A)** Immunoblot analysis showing a progressive increase in expression of β catenin in SIRT7 overexpressing LT7 and ST7 cells compared to control GFP cells. **(B)** Bar graph showing fold change in expression of β catenin as seen over replicate experiments as quantified by Image J. **(C)** Confocal images showing localization pattern of β catenin (red). Very feeble cytoplasmic localization is seen in GFP cells. The SIRT7 overexpressing cells show stabilization of β catenin on plasma membrane. A discontinuous punctate staining of β catenin was seen on membrane in LT7 cells while a continuous membrane staining was seen in ST7 cells. DAPI (blue) was used to counterstain nuclei. **(D)** Confocal images of cells stained with rhodamine phalloidin for visualizing the F-actin (red) which appeared as bundles of cytoplasmic stress fibers in GFP and LT7 cells, while it was redistributed to the cell membrane in ST7 cells. DAPI (blue) was used to counterstain nuclei. Note the scanty cytoplasm and prominent nucleus in ST7 cells.

### SIRT7 Overexpression Down Regulates Transcriptional Regulators of Cellular Plasticity Viz., Snail, Slug and Zeb

The expression of E-cadherin is silenced in mesenchymal cells by the transcription factors snail and slug. Suppression of these factors is crucial for E-cadherin expression and epithelialization. In accordance with this, a progressive decline in expression levels of slug, snail and zeb1 was noted from GFP control to LT7 and ST7 cells, by both RT-PCR and immunoblot assays (Figures 7A–F). In fact, ST7 cells showed extremely feeble to almost absent expression of protein for all the three transcription factors. Absence of these transcription factors in ST7 cells alleviated the suppression on E-cadherin expression, resulting in the formation of focal adhesions and transition to epithelial-like cell state. The transcript level of TWIST1, another transcription factor involved in maintenance of mesenchymal phenotype, was also checked by reverse transcriptase PCR (RT PCR). Compared to the control GFP cells, expression of TWIST1 also showed a progressive decline in LT7 cells, with the least expression in ST7 cells (Figure 7G).

**Figure 7:**
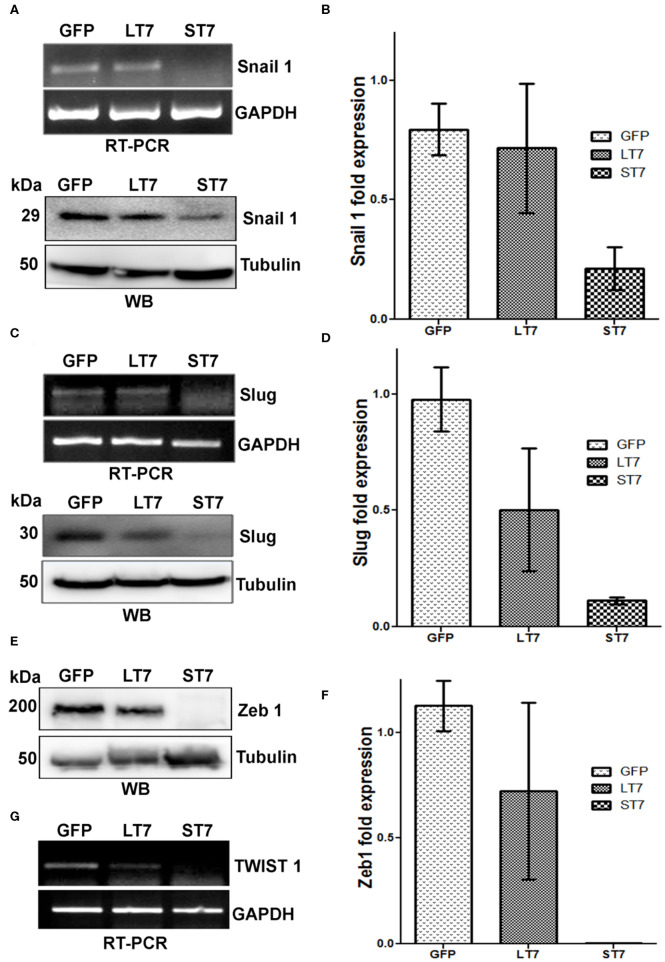
SIRT7 overexpression leads to progressive down regulation of transcriptional repressor of E-Cadherin. **(A,C)** Transcription factors Snail 1 and Slug showed a progressive decrease in transcript (RT-PCR) as well as protein levels (western blot, WB) in SIRT7 overexpressing cells (LT7 and ST7) as compared to control GFP expressing cells. **(E,G)** Western blot (WB) showing Zeb1 expression and RT-PCR for TWIST1 transcript level in control (GFP) and SIRT7 overexpressing cells (LT7 and ST7). **(B,D,F)** Bar diagram representing the fold change in the expression levels of various transcription factors at protein level over replicate experiments as quantified by image J.

### Changes in Expression of Extracellular Matrix (ECM) Proteins

Mesenchymal as well as epithelial cells are characterized by different profiles of extracellular matrix proteins with different repertoires of integrins, collagen, as well as laminin proteins. In view of this, the expression levels of different ECM proteins were evaluated in GFP control, LT7 and ST7 cells. The expression pattern of fibronectin was checked by reverse transcriptase PCR (RT-PCR) and immunofluorescence. Both these techniques showed the expression of fibronectin in control and LT7 cells, with its conspicuous absence in ST7 cells (Figures 8A,C). Levels of α1(I) and α1(III) collagen were checked by RT-PCR, which too demonstrated decreased expression levels in ST7 cells in comparison to both control and LT7 cells. Similarly there was a loss of Integrin 5α (Itga 5α) and Syndecan I (sdc I) at transcript levels in ST7 cells, while equivalent levels were maintained in control and LT7 cells (Figure 8B). On the other hand, ST7 cells showed expression of Occludin which was absent in GFP expressing and LT7 cells (Figure 8B). Expression of Occludin was also checked by immunofluorescence, which showed its expression only in ST7 cells (Figure 8D). Overall, the expression profile of extracellular matrix proteins showed down regulation of mesenchymal ECM proteins when SIRT7 was overexpressed, with a concomitant acquisition of epithelial ECM in ST7 cells.

**Figure 8:**
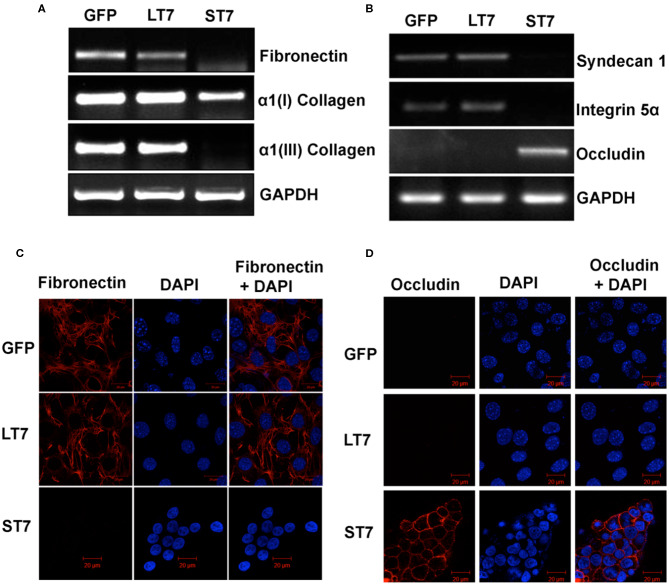
Expression levels of extracellular matrix (ECM) proteins following SIRT7 overexpression. **(A,B)** Transcript levels of Fibronectin, Collagen I, Collagen III, Syndecan I, Integrin 5α, and Occludin as evaluated by RT PCR in GFP, LT7, and ST7 cells. GAPDH served as a loading control. **(C,D)** Immunofluorescence images of GFP and SIRT7 overexpressing (LT7 and ST7) cell showing localization pattern of fibronectin and occludin.

## Discussion

A number of factors are involved in the decision of cell fates to transit between mesenchymal and epithelial phenotypes. This transition is accompanied with a switch of adhesive and structural proteins, which are often driven by transcription factors specific to one of these cell types. In the present work we report that SIRT7 overexpression primes mesenchymal cells for transition to epithelial phenotype. Similar to our findings, a recent report demonstrated the role of SIRT7 in promoting MET in breast cancers through SMAD4 deacetylation mediated suppression of Slug and Zeb1 transcription (26). Metastatic cancers were found to down-regulate SIRT7 to suppress this activity of SIRT7 during metastasis. Similarly in oral squamous cell carcinoma (OSCC) cells, SIRT7 is responsible for induction of E-cadherin expression and suppression of N-cadherin, Vimentin and MMP7 (27). In contrast, SIRT7 was found to promote mesenchymal transition in the context of oncogenic roles of SIRT7 in colorectal and prostate cancers, primarily by suppressing E-Cadherin expression (28–30). However, all these studies were done in epithelial cells, which have already undergone a prior process of cell transition to achieve the cancerous state. Based on these studies, there appears to be a difference in the role of SIRT7 in inducing cellular plasticity in different cell types. In our study, we used non-cancerous NIH3T3 cells to demonstrate role of SIRT7 in inducing mesenchymal to epithelial transition (MET). Against this background we could demonstrate two states toward mesenchymal transition—LT7 cells in intermediate and ST7 cells showing complete mesenchymal transition. Although only a fraction of SIRT7 overexpressing cells completed the process of epithelial transition, remaining cells (LT7) showed intermediate epithelial characters demonstrating the effect of SIRT7 on cellular plasticity. The degree of molecular changes observed in LT7 is comparable to SIRT7 reports on cellular plasticity (28–30).

Cells which failed to complete the epithelial transition had characters of an intermediate stage, as indicated by beta catenin staining and intermediary expression levels of transcription factors snail, slug and zeb1. Several recent studies have emphasized the role of intermediate staged cells in development, cancer, wound healing and fibrosis (36, 37). Nieto et al. (38) have proposed an elegant model describing intermediate stages of epithelial and mesenchymal transitions where cells can stay in multiple intermediate stages between complete epithelial and mesenchymal characters. In our report LT7 cells represent such an intermediate state of transition. Although LT7 cells did not show cadherin switch, the level of transcription factors necessary of maintaining mesenchymal characters (snail, slug, and Zeb1), was intermediate between control and ST7 cells. The most striking feature of this intermediate stage was partial and intermediate decoration of β-catenin in LT7 cells compared to a continuous staining in ST7 cells. β catenin is important in the maintenance of epithelial polarity by linking E-cadherin to α-catenin at the cell membrane for intercellular adhesion and cytoskeletal organization. 

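Of the 53 genes of Table S3 on the array, 25 had an LT7 mean between the means of GFP and ST7, on the brightest probe of each gene and relative to the 75th percentile. From GFP over LT7 to ST7, 21 of these rose and 4 fell. Without scaling 3 rose and 15 fell, with scaling on the spike-in RNAs 4 rose and 20 fell, and with quantile normalization 13 rose and 12 fell. Of the 53 genes 44 were not well above background on either ST7 array, 19 of the 25 among them. Of the 4 genes well above background on both ST7 arrays, 3 had an LT7 mean between the others. Among genes well above background on both arrays of at least 1 group, 8 of 33 were between. The list was chosen by the study for a change in LT7.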

Microarray expression analysis of adhesion genes in LT7 cells also showed an intermediate expression profile between control and ST7 cells.

Mouse fibroblasts have been used in a number of studies related to MET. We tried to reproduce these findings in human fibroblasts WI38 and TIG3. Unfortunately, these cell lines did not demonstrate visible transformation, probably because human cells require additional factors for such a transformation (39). Nonetheless, mouse fibroblasts have helped to delineate several pathways related to cellular plasticity (40, 41).

It has been earlier reported that SIRT7 by causing deacetylation of H3K18 (histone 3, lysine residue 18) can help in maintaining the transformed oncogenic state of cells (9). Association of chromatin-bound SIRT7 together with the SWI/SNF complex is suggestive of its role in chromatin remodeling (42). Transformation of a subset of LT7 cells to ST7 cells might be an effect of global chromatin modulation by SIRT7. This is also evident from the fact that ST7 cells showed total loss of heterochromatization, indicating complete reprogramming. However, why only a sub-population of SIRT7 overexpressing cells undergo MET while others maintained their fibroblast morphology is not fully understood. We have earlier reported that SIRT7 protects cells from DNA damage-induced senescence and apoptosis (12). In general SIRT7 is involved in mitigating several nutritional, genomic and hypoxic stresses in cells (5). While the role of SIRT7 in protection from stress is well-known, what thresholds are required to push the cells toward transitioning to an epithelial phenotype could not be addressed in this manuscript. Most probably a number of threshold barriers (along with SIRT7 overexpression and confluency) has to be crossed for a complete MET process. It is possible that some SIRT7 overexpressing cells are able to cross this barrier, thereby giving rise to two distinct populations of SIRT7 overexpressing cells. A confluent culture condition imposes constraints of space and nutritional stress. Overexpression of SIRT7 may provide a survival advantage by changing cellular fate toward an epithelial phenotype.

There are some earlier studies where the function of SIRT7 has been evaluated using the NIH3T3 cells (8, 43). However, none of these studies described the cellular transition as reported by us. This might be due to the absence of confluency in normal culture conditions, where we first observed the transition of SIRT7 overexpressing cells to epithelial morphology. Why should MET occur in conditions of confluency? While the exact mechanism is still unclear, we surmise a possible role of cellular stress, mechanical stress and nutritional deprivation in contributing toward cellular polarity and transition. Future work will be directed to delineate these components with respect to SIRT7 overexpression and cellular plasticity.

## Data Availability Statement

The original contributions presented in the study are publicly available. This data can be found here: the NCBI Gene Expression Omnibus (GSE148486).

## Author Contributions

SK and GR designed the study and wrote the manuscript together. MK did the bio-informatic analysis. All the experiments were performed by SK.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Sirtuin 7 Promotes Mesenchymal to Epithelial Transition by β-Catenin Redistribution and Stabilization
**Source:** Front Oncol. 2020 Jun 23;10:740. doi: 10.3389/fonc.2020.00740
**Supplement:** Supplementary file 1

**Table S1:** The subset of differentially regulated genes playing key role in regulation of cellular proliferation as revealed by DAVID analysis.

| Gene     | Fold_LT7_1 | Fold_LT7_2 | Geomean_LT7_Normalize |
|----------|------------|------------|-----------------------|
| Agt      | 0.80       | 7.30       | 4.05                  |
| Bdnf     | 0.81       | 5.89       | 3.35                  |
| Cd24a    | 2.98       | 2.93       | 2.96                  |
| Cxcl10   | 4.39       | 0.91       | 2.65                  |
| Cyp7b1   | 2.32       | 2.58       | 2.45                  |
| Dbp      | 3.04       | 0.91       | 1.98                  |
| Dhcr7    | 2.30       | 1.56       | 1.93                  |
| Edn1     | 1.60       | 2.03       | 1.82                  |
| Efnb1    | 1.84       | 1.72       | 1.78                  |
| Ereg     | 1.29       | 1.68       | 1.49                  |
| Fabp4    | 1.61       | 1.28       | 1.44                  |
| Fgf10    | 1.29       | 1.53       | 1.41                  |
| Gata3    | 1.03       | 1.74       | 1.38                  |
| Gm8031   | 1.23       | 1.35       | 1.29                  |
| Grpr     | 1.49       | 1.09       | 1.29                  |
| H19      | 1.33       | 1.10       | 1.21                  |
| Hmx2     | 1.33       | 1.02       | 1.18                  |
| Id4      | 1.14       | 1.13       | 1.13                  |
| Igf1     | 1.37       | 0.87       | 1.12                  |
| Igfbp3   | 1.28       | 0.91       | 1.10                  |
| Ihh      | 1.14       | 1.01       | 1.08                  |
| Il12b    | 1.09       | 0.96       | 1.03                  |
| Il18     | -1.06      | -0.95      | -1.01                 |
| Il6      | -0.99      | -1.07      | -1.03                 |
| Jag2     | -1.01      | -1.06      | -1.03                 |
| Lama5    | -1.15      | -1.00      | -1.07                 |
| Lif      | -1.36      | -0.83      | -1.10                 |
| LOC10004 | -1.02      | -1.23      | -1.12                 |
| LOC10004 | -1.39      | -0.99      | -1.19                 |
| Mab21l2  | -1.18      | -1.27      | -1.23                 |
| Mitf     | -1.57      | -0.93      | -1.25                 |
| Msx2     | -1.28      | -1.25      | -1.26                 |
| Notch1   | -1.18      | -1.43      | -1.30                 |
| Pax6     | -1.28      | -1.39      | -1.33                 |
| Pmaip1   | -1.36      | -1.39      | -1.37                 |
| Pou3f2   | -1.57      | -1.44      | -1.50                 |
| Ptch1    | -1.61      | -1.70      | -1.65                 |
| Ptgs1    | -2.24      | -1.07      | -1.66                 |
| Ptgs2    | -1.14      | -2.42      | -1.78                 |
| Slfn3    | -1.99      | -1.58      | -1.78                 |
| Spry1    | -1.91      | -1.99      | -1.95                 |
| Tcf3     | -1.88      | -2.08      | -1.98                 |
| Terc     | -2.33      | -2.73      | -2.53                 |
| Tgfb2    | -2.69      | -2.56      | -2.63                 |
| Tgm2     | -2.85      | -2.51      | -2.68                 |
| Tnf      | -3.06      | -3.07      | -3.06                 |
| Vegfc    | -3.48      | -5.30      | -4.39                 |

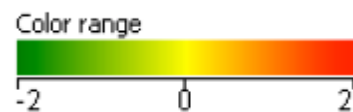

# LT7\_1 and LT7\_2 represent biological replicates of LT7 cells.

**Table S2:** The subset of differentially regulated genes involved in cell fate commitment as revealed by DAVID analysis.

| Gene    | Fold_LT7_1 | Fold_LT7_2 | Geomean_LT7_Normalize |
|---------|------------|------------|-----------------------|
| Pitx1   | 5.76       | 5.64       | 5.70                  |
| Hoxa11  | 4.92       | 4.92       | 4.92                  |
| Tbx1    | 3.84       | 4.22       | 4.03                  |
| Tlx3    | 4.67       | 0.95       | 2.81                  |
| Ptf1a   | 2.97       | 1.55       | 2.26                  |
| Pax6    | 1.60       | 2.03       | 1.82                  |
| Notch1  | 1.61       | 1.28       | 1.44                  |
| Gata3   | 1.29       | 1.53       | 1.41                  |
| Gap43   | 1.75       | 0.92       | 1.33                  |
| Spry1   | 1.23       | 1.35       | 1.29                  |
| Gfi1    | 1.55       | 0.91       | 1.23                  |
| Jag2    | 1.37       | 0.87       | 1.12                  |
| Gata2   | 1.29       | 0.92       | 1.11                  |
| Cyp26b1 | 1.22       | 0.95       | 1.08                  |
| Cdon    | 1.11       | 1.02       | 1.07                  |
| Tcf3    | 1.09       | 0.96       | 1.03                  |
| Tgfb2   | -1.02      | -1.23      | -1.12                 |
| Notch3  | -1.19      | -1.06      | -1.13                 |
| Fgf10   | -1.36      | -1.39      | -1.37                 |
| Hoxd10  | -1.65      | -1.64      | -1.65                 |
| Mitf    | -2.24      | -1.07      | -1.66                 |
| Tal1    | -1.87      | -1.88      | -1.87                 |
| Pax7    | -3.25      | -1.03      | -2.14                 |

Color range

-2 0 2

# LT7\_1 and LT7\_2 represent biological replicates of LT7 cells.

**Table S3:** The subset of differentially expressed genes involved in cell adhesion as revealed by DAVID analysis.

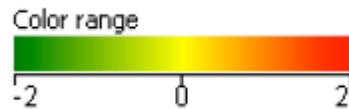

# LT7\_1 and LT7\_2 represent biological replicates of LT7 cells.

How the deposited data were processed for this re-analysis (not part of the article)

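RNA from GFP, LT7 and ST7 cells, with 2 replicates of each from different passages, was measured on 6 one-colour Agilent arrays of 1 slide. The slide was read in 2 scans, the first with 5 arrays and the second with LT7 replicate 1. The authors deposited the scanner output of each array and a series matrix. In the scanner output the processed signal is an intensity from which the authors' Feature Extraction software had subtracted the background, with substitute values for spots near background and no scaling between arrays. The mean signal of a spot and the median signal of its local background are deposited as intensity without further processing, together with marks for spots that are outliers, saturated or well above background. The values of the deposited series matrix are in log2, after the authors' shift of each array to its 75th percentile in GeneSpring. The log2 ratio and fold values printed here were computed from the intensities that the authors deposited.

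From the processed signal the log2 was taken, spots marked as outliers were left out (19 to 141 per array), repeated spots of a probe were averaged, and the 75th percentile of the array was subtracted. All 61307 probes were kept, of which 61003 had a value on all 6 arrays. Groups were taken from the sample labels and were not changed, although the signal of the Sirt7 probes was lost on the arrays labelled ST7. The fold rule of the study was applied to the log2 ratio to the GFP mean, with at least 0.8 in each replicate and a mean over 1, or the same values below 0. Groups were also compared with limma 3.58.1 in R 4.3.3 on all 6 arrays, with Benjamini-Hochberg adjustment and a threshold of 0.05. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used for the other steps. Probes well above background made up 25.5% to 57.5% of an array, and the small number of arrays limits the precision. The fold rule, limma and the within-gene test were tested on simulated data. In these, limma found 164 of 200 changed probes in the comparison of ST7 with GFP and called 12 unchanged ones. The within-gene permutation test gave p = 0.71 over 2344 genes with no difference, and an estimate of -0.20 for a simulated difference of -0.2. These simulated arrays had no loss of signal to background as in ST7, and included probes not well above background in GFP. They check the computation and do not show the test free of bias on the ST7 arrays.

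A fold is given only where at least 1 group was well above background. Where the dimmer group was not, a lower limit is given, computed against the higher of the probe's own signal and the lowest signal among probes well above background on each array. Named genes were chosen by a rule set before the data were examined. They are Sirt7, the genes the paper names, and, for LT7 and for ST7 against GFP, the 3 genes that rose most and the 3 that fell most. The last had to pass limma's test and the fold rule on a probe well above background on both arrays of the higher group. In applying the rule, names that stand for clones, predicted genes or accessions were passed over, and the probe had to be the brightest of its gene. Not every gene that the rule chose is printed. For a gene with several probes the one with the highest mean log2 signal is given.

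The comparisons, their tests and the alternatives were also set before the data were examined, apart from those named in the closing section as chosen later. What each explanation weighed there predicts was written down before its test was run, with the exceptions named there. The alternatives were normexp background correction with an offset of 50, quantile normalization, no scaling, a 75th percentile over the 11084 probes well above background on all 6 arrays, scaling on 5 spike-in RNAs, and the series matrix. Others were only probes well above background on both arrays of a compared group, 1 probe per gene or the mean over probes, only NM_ or XM_ probes, a mean ratio with no condition on each replicate, only the groups compared, the replicate number as a block, and leaving out each array. Scan as a block was not fitted, since the second scan holds LT7 replicate 1 alone and the block would act like leaving out that array. Lists of fibroblast, epithelial and housekeeping genes and of ribosomal protein genes were written from general knowledge before their values were looked at.

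The test of coding against 3' UTR probes set for these arrays was not run, since it needs the position of each probe in its transcript, which was not used here. In its place, and before its result was known, probes with a stop codon in all 3 sense frames (6555 probes) were compared with probes of the same gene that have an open frame (30141 probes), by 100000 sign flips over genes, two-sided. Listed values of Tables S1 to S3 were matched to measured values within 0.02 on the log2 scale, and Table S1 was compared with 1000 random gene sets of its size. The hierarchical clustering and the gene ontology enrichment were not repeated.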

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

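Of the tests in this part, both on the spike-in RNAs were chosen only after the result was seen.

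The 2 lines differed from each other in the array signal of Sirt7, the gene that both overexpress in the study. This is RNA, while the paper's immunoblots gave SIRT7GFP protein without a significant difference between LT7 and ST7. It also reports nucleolar SIRT7GFP in both lines. The difference between ST7 and LT7 was itself tested, with a log2 change of -5.72 (limma, adjusted p = 2.8e-05), and Sirt7 was lower on 2 of 2 ST7 arrays than on each LT7 array. On neither ST7 array was either probe of Sirt7 well above background, while the change in LT7 against GFP, 0.29 on the log2 scale, did not pass limma's test (adjusted p = 0.47). The probes of a mouse array need not read a transgene of another species, and the paper's text does not name the species of the SIRT7 cDNA, so the arrays do not measure the transgene for certain. The loss in ST7 concerns the signal that GFP cells also gave. Sirt7 fell together with 17033 of the 32116 probes (53.0%) that were well above background on both GFP arrays and on neither ST7 array, against 2648 (8.25%) on neither LT7 array. An even loss of label in ST7 is argued against by the spread of the changes, which by itself does not speak against degraded RNA. Over 10296 probes bright in GFP the unscaled log2 change had a median of -8.16 and an SD of 4.24, and 236 of them rose by more than 1. A repression of Sirt7 in ST7 cells and a mislabelled sample were not tested.

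A signal outside the genes that the paper discusses was the loss of ribosomal protein probes. Of 111 ribosomal protein probes well above background on both GFP arrays, 30 (27.0%) were not well above background on either ST7 array, against 0 in LT7. The unscaled log2 change of these probes had an SD of 5.23 in ST7 and 0.288 in LT7. A change of cell identity alone predicts a spread near that of LT7, since mouse cells of each type express these genes, and the spread argues against it as the whole cause. The range of changes also argues against an even loss of label. A candidate explanation is RNA of another organism in the ST7 samples, which would bind some mouse probes and not others. The loss is the observation to be explained here and so is no test of it. The separate test is the within-gene difference between ST7 and LT7 of -2.05, given among the other observations. No organism is named, since no list of markers for one was written beforehand. A change of cell state in ST7, which the design names, stays open beside it as far as it was not tested.

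The spike-in RNAs, which the paper does not use, were brighter in LT7 replicate 1. For 5 spike-in RNAs the signal was 20.2-fold that on the other 5 arrays (median, from 14.1-fold to 25.9-fold). A higher scanner setting in the separate scan of this array is argued against by the mouse probes, whose median log2 difference between LT7 replicates 1 and 2 was 0.015. More spike-in RNA added to that sample may be the source, but this cannot be told apart from other sources, because the factor varied between spike-in RNAs with an SD of 0.318 on the log2 scale. For the other arrays, each against the rest, this SD was at most 0.151. A larger amount alone would give 1 factor for all, and 5 spike-in RNAs on 1 array are too few to decide. No biological explanation was tested. Scaling on the spike-in RNAs lowers every LT7 value through this array.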

How the results depend on the processing

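Of the alternatives in this part, the gene means of linear ratios and keeping the spots marked as outliers were chosen only after the result was seen. The cause was not tested for any of the changes given here, apart from settings that hold fewer probes or arrays.

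The number of Fig. 4 genes changed in ST7 in the direction shown stayed between 32 and 40 under all alternatives with 40 genes, and was 29 of 30 with dim probes removed. The number of Table S3 genes with LT7 between GFP and ST7 stayed between 18 and 26, except that it was 8 of 33 with dim probes removed. Without any 1 array these tallies were 39 and 23 to 25. With the series matrix, and with outlier spots kept, counts moved by less than 1.5 times. The other counts moved as follows.

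With normexp background correction the fold rule called 524 probes in LT7 and 159 in both lines, and limma called 438 in LT7, 50.9% of them up against 25.0% after the shift. With quantile normalization the fold rule called 1674 probes in LT7, 36624 in ST7 and 703 in both, and limma called 5 in LT7, 35276 in ST7 and 35001 between ST7 and LT7. Without scaling the fold rule called 29956 in ST7, and limma called 59, 28195 and 36322. With scaling on the spike-in RNAs the fold rule called 5555, 29316 and 3614, and limma called 3 in LT7 (1546 at an unadjusted p under 0.05), 13945 in ST7 and 8293 between ST7 and LT7. With the percentile over probes well above background on all 6 arrays limma called 67 in LT7.

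With fewer probes the counts fell by construction, except in limma for LT7. With dim probes removed the fold rule called 1598, 26996 and 528, and limma called 275, 27775 and 25262. With only NM_ or XM_ probes the fold rule called 2186, 32443 and 1051, and limma called 241, 33331 and 33416. By gene means of linear ratios the fold rule called 1655, 26195 and 893. Without the condition on each replicate it called 6318 in LT7. With only the groups compared limma called 14 in LT7. With the replicate number as a block it called 0 (16289 at an unadjusted p under 0.05).

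Leaving out 1 array, the fold rule called 3764 to 10241 probes in LT7, 54723 to 55880 in ST7 and 1646 to 5175 in both. limma called 0 to 697 in LT7 (0 without GFP replicate 1 and 0 without GFP replicate 2, with 11129 and 16332 at an unadjusted p under 0.05), 52537 to 55989 in ST7 and 53933 to 54896 between ST7 and LT7. A lone array was assumed to vary like the other groups.

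The changes followed gene by gene were those of the genes with large changes and of genes that the paper's text names. The latter had to have a fold or its limit. In LT7 only some of the genes for which the paper speaks of LT7 were followed, and Fn1, Itga5 and Sdc1 were not. Of the values of the followed changes under the alternatives 487 were the same, 27 weaker, 5 stronger and 8 reversed. The weaker ones were the LT7 changes of Pitx1, Dach1, Hoxa11, Saa3, Hp and Fam5c. The stronger ones were the change of Cbx5 in ST7. Among these changes the following LT7 ones reversed with scaling on the spike-in RNAs, which lowers LT7 values of other genes too: Sirt7 -1.93, Cdh2 -2.09, Ctnnb1 -1.74, Snai1 -1.87, Snai2 -1.40 and Zeb1 -1.75. Leaving out 1 array, the change of Cdh2 in LT7 lay between -0.30 and 0.56, and it was reversed without GFP replicate 1 and, at -0.18, without LT7 replicate 1. Between replicates with the same number, the log2 values left after subtracting the group means were correlated across probes. The correlation was 0.190 for LT7 and GFP (26925 probes), 0.284 for ST7 and GFP (12831 probes) and -0.03 for ST7 and LT7 (11136 probes). Over all probes it was 0.078, 0.035 and -0.023 in this order. Probes are not independent replicates. Slide or scan as a block and the test of coding against 3' UTR probes were not run. The signal over background limits ST7 most, where 25.5% to 26.4% of the probes were well above background.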

Differences from the paper's values

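Of the settings in this part, the gene means of linear ratios were chosen only after the result was seen.

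The paper's counts of changed genes in LT7 are 935 up, 743 down and 1678 in all, and the counts here, by probe, are 1773, 1851 and 3624. In ST7 the paper's counts are 19960 up, 6250 down and 26210 in all, against 43346, 11659 and 55005. In both lines they are 799 up, 109 down and 908 in all, against 1522, 220 and 1742. Only in LT7 the paper gives 136 up and 634 down, against 251 and 1631, and only in ST7 it gives 19161 up and 6141 down, against 41824 and 11439. In either line its counts are 20096 up and 6884 down, against 43597 and 13290. The paper counts genes and the values here count probes.

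Among the alternatives set before the data were examined, only NM_ or XM_ probes brought all of these counts within 1.5 times the paper's, apart from probes up only in LT7. They gave 1111 up and 1075 down in LT7, 23101 up and 9342 down in ST7, and 893 up and 158 down in both. They also gave 917 down only in LT7, 22208 up and 9184 down only in ST7, and 23319 up and 10259 down in either line. Quantile normalization did so for LT7 (629 up, 1045 down), for ST7 up (20851) and in all (36624), for both lines in all (703), for down only in LT7 (556), up only in ST7 (20637) and up in either line (21266). Keeping only probes well above background did so for LT7 down (1109) and in all (1598), ST7 up (15340) and in all (26996), only LT7 (181 up, 889 down), up only in ST7 (15032) and up in either line (15521). Normexp background correction did so for ST7 down (8889), both lines down (95), up only in LT7 (158), down only in ST7 (8794) and down in either line (9096). One probe per gene did so for ST7 down (8797), up only in LT7 (192), down only in ST7 (8614) and down in either line (10172). No scaling did so for LT7 up (824), ST7 in all (29956) and down only in LT7 (739), and scaling on the spike-in RNAs for ST7 in all (29316). The other percentile, the series matrix, the replicate block, the mean ratio alone and leaving out any array did so for none. The gene means of linear ratios over the 29411 gene names, a setting chosen after seeing the values, gave 928 up and 727 down in LT7 (5.63%), 19972 up and 6223 down in ST7 (89.1%), and 893 in both.

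Among the highest and lowest values of Table S1, the paper's log2 ratio in LT7 is 4.05 for Agt, 3.35 for Bdnf, 2.96 for Cd24a, -4.39 for Vegfc, -3.06 for Tnf and -2.68 for Tgm2. The values here are -4.39 for Agt, -1.42 for Bdnf, -2.52 for Cd24a, -3.06 for Vegfc, -1.09 for Tnf and -1.04 for Tgm2. Each of these genes has a listed pair that matched another gene of Table S1, for Vegfc that of Agt. The paper's values may therefore belong to other genes. For Mitf of Table S2 the paper's value is -1.66, against -1.24 here. For Cldn19 of Table S3 it is 2.43, against 2.90, and for Cerkl it is -5.65, against 0.61. The spot of Cerkl in GFP replicate 1 was marked as an outlier and left out here. Its 0.61 thus compares LT7 with GFP replicate 2 alone, at mean signals of 4.52 and 2.92 that are not well above background. Scaling on the spike-in RNAs moves the LT7 replicates apart and so widens the spread between them. It brought Vegfc (-5.27), Tnf (-3.31), Tgm2 (-3.26), Mitf (-3.45) and Cldn19 (0.68) within the spread between replicates of the paper's value. Since a spread this wide takes in most values of the same sign, this is no agreement. Quantile normalization did so for Cldn19 (2.54) and the series matrix for Cerkl (-5.65). None of the alternatives did so for Agt, Bdnf or Cd24a. The gene means of linear ratios, chosen after seeing the values, gave -1.65 for Mitf and 2.43 for Cldn19.

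The paper states that adhesion genes in LT7 lie between control and ST7 cells, and 25 of the 53 genes of Table S3 on the array did so here. It shows Vcan higher in ST7 in Fig. 4, a direction read here from the picture. The log2 change here was -4.83 on the brightest of its 4 probes. Where the tally under an alternative reached 40 of 40, Vcan changed in the direction shown.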

Other observations

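Of the tests in this part, some were chosen only after the result was seen. These are the tests on signal of the ST7 kind in LT7, on probes called up in ST7 also without scaling, and on the spike-in RNAs.

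The paper reports transcripts and proteins of single genes by other methods, and the arrays also measured these genes. Signals are means of 2 arrays in the order GFP, LT7, ST7. Snai1 had 1242, 1491 and 3.12, with a log2 change of 0.34 in LT7 (limma, adjusted p = 0.42) and at least 4.00-fold lower in ST7. Snai2 changed by 0.82 in LT7 (adjusted p = 0.60) and was 29.2-fold lower in ST7, with 1 ST7 array well above background. Zeb1 changed by 0.47 in LT7 (adjusted p = 0.45) and was at least 4.46-fold lower in ST7, and Twist1 changed by -0.25 (adjusted p = 0.58) and was at least 3.57-fold lower. With scaling on the spike-in RNAs the LT7 changes were -1.87 for Snai1, -1.40 for Snai2, -1.75 for Zeb1 and -2.46 for Twist1. Ctnnb1 had 5022, 6637 and 66.3, was 3.61-fold lower in ST7, at least 14.0-fold by its other probe, and changed by 0.48 in LT7 (adjusted p = 0.32). By the brightest probe of each gene, Fn1 was at least 35.4-fold, Col3a1 at least 25.0-fold, Col1a1 at least 10.6-fold, Sdc1 at least 8.56-fold and Itga5 at least 1.73-fold lower in ST7, and Col1a1 was saturated in GFP and LT7. Another probe of Fn1, well above background on both ST7 arrays, gave a measured 3.06-fold, and the third allows no fold. Of the other probes of Col1a1, 1 gave at least 20.4-fold and 1 allows no fold. The other probe of Col3a1, not well above background in ST7, changed by 2.56 on the log2 scale and allows no fold. Cbx5, the gene of HP1α, was 1.76-fold lower in ST7 (adjusted p = 0.091) by its brightest probe and at least 3.33-fold and a measured 2.32-fold lower by the others. Over all alternatives its log2 change lay between -5.22 and -0.38. All these folds are relative to the 75th percentile.

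More probes were called up than down in ST7. Of the probes called up 67.3% were not well above background on either ST7 array, against 70.8% of all probes. Since 70.7% of all probes were called up, this share must lie near that of the array and decides nothing about the percentile shift as a source. Of the probes called up 23387 (54.0%) were not well above background on any ST7 or GFP array, and apart from 533 of them that were also called up without scaling, their calls rest on the shift and not on a measured signal. In all, 2696 of the probes called up in ST7 were also called up without scaling, 1895 of them well above background on both ST7 arrays, and the shift is not the source of these calls. Without scaling 9505 of the probes were called down, so their direction depends on the scaling. For the remaining probes the source cannot be told apart. Scaling adds the same amount to each probe of an array, so the fall in the number called up without it comes by construction and was not used as a test.

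The 4 lists of genes moved apart in ST7. Of 20 fibroblast genes, each well above background in GFP and LT7, 13 were on neither ST7 array, and 18 fell relative to the 75th percentile while Vim and Tagln rose. Without scaling and with scaling on the spike-in RNAs all 20 fell. Of 20 epithelial genes 4 were well above background on both ST7 arrays (Epcam, Krt18, Cldn3 and Dsp, chosen after their values were seen), as 4 were in GFP, and 15 were on neither ST7 array. After the shift 19 rose and 1 fell, without scaling 9 rose and 11 fell, and with scaling on the spike-in RNAs 11 rose and 9 fell. Of 18 housekeeping genes 2 were on neither ST7 array, namely B2m and Tpt1. After the shift 13 rose and 5 fell, and without scaling 3 rose and 15 fell. Of the 111 ribosomal protein probes 59 rose and 52 fell after the shift, 10 and 101 without scaling, and 42 and 69 with quantile normalization. In LT7 17 of 20 fibroblast, 15 of 20 epithelial, 13 of 18 housekeeping and 61 of 111 ribosomal protein probes rose after the shift, and all fell with scaling on the spike-in RNAs. Of the 20 epithelial genes 14 were well above background on neither LT7 array, where a rise need not be a measured signal.

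Probes of the same gene changed differently in ST7. Among 4977 genes with several probes well above background in GFP, the median range of the log2 change over the probes of a gene was 3.07 in ST7 and 0.27 in LT7. The range was over 3 for 2529 genes (50.8%) in ST7 and for 3 genes in LT7. Over 1521 genes, probes with a stop codon in all 3 frames, as in untranslated sequence, changed by -1.91 on the log2 scale relative to probes with an open frame in ST7. The difference was -1.95 and -1.85 on the 2 ST7 arrays, and 69.2% of the genes had it in this direction (permutation test over genes, p = 1e-05, the smallest that it can give). Adjusted for GC content it was -1.66, and no adjustment was made for the signal in GFP. A probe at background in ST7 falls further the brighter it is in GFP. A difference in GFP signal between the kinds of probe could therefore contribute. In LT7 the difference in the change was 0.15, in the other direction and with the same permutation p of 1e-05, so that p alone does not tell the lines apart. It was 0.29 in LT7 replicate 1 and 0.00 in replicate 2 (permutation test, p = 0.61). The difference between the lines was -2.05 (permutation test, p = 1e-05). Oligo-dT labelling of degraded RNA would keep untranslated sequence at the 3' end. The larger loss at probes with a stop codon in all 3 frames argues against degraded RNA only under 2 conditions. Labelling must have been by oligo-dT, which the paper does not state, and these probes must lie near the 3' end. The difference does not address poor labelling. The 5 spike-in RNAs do so if they were labelled together with the sample, which the paper does not state. Against the other arrays without LT7 replicate 1, their mean log2 factor was -0.15 on each ST7 array. The 75th percentile was 4.02 and 4.10 in ST7, against 8.31 to 8.58 on the other arrays. Under that condition these values argue against poor labelling, and they do not address degraded RNA. A candidate explanation is RNA of another organism in the ST7 samples, since untranslated sequence is less conserved than coding sequence. Genes are not replicates, and the test describes these arrays. The position of each probe in its transcript was not used, and a change in the use of 3' ends in ST7 was not tested.

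Some genes that were not well above background in GFP rose in LT7. For the 27 probes of 26 genes with a log2 signal over 10 on each ST7 array, the LT7 signal over that of GFP was 1.86% of the ST7 signal (median, with 1.24% and 3.35% as 10th and 90th percentiles). It was 1.65% in LT7 replicate 1 and 2.25% in replicate 2. Of these probes 96.3% were called up in LT7 by the fold rule, against 5.15% of the 25360 probes not well above background in GFP. A candidate explanation is a small share of cells or RNA of the ST7 kind in the LT7 samples, and Pitx1, Dach1 and Hoxa11 are among the probes. The condition on each array was set after a first run on the mean of both arrays, which also held 3 probes left out here. These were Auts2 with a share of 2.00%, a non-coding probe with 1.42%, and Cd86 with 0.0124%. Cd86 had a signal of 30091 and 38.6 on the ST7 arrays and 4.71 and 4.79 in LT7. Such a share does not account for the other LT7 rises, since 15 of the 27 probes that limma called up in LT7 were not well above background on either ST7 array. An expression of these genes in LT7 cells themselves stays open and was not tested.

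In Table S1 the listed pair of LT7 values matched the gene it stands beside for 1 entry (Igfbp3), and 45 other entries matched another gene of the table. The signs of the listed and the measured mean were the same for 23 and opposite for 22 of the 45 genes on the array. Random sets of genes of this size matched 2.09 pairs on average and 8 at most. In Table S2 all 23 pairs matched their own gene, as did 52 of 53 in Table S3. These counts are consistent with names and values of Table S1 having been sorted separately, with 45 pairs that match another gene and 23 of 23 in Table S2 that match their own.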
